A study of Homo sapiens with 8 samples. Its data were reported in "TTC7B triggers the PI4KA-AKT1-RXRA-FTO axis and inhibits colon cancer cell proliferation by increasing RNA methylation" (2025).

How the data were processed

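MeRIP-seq was analysed for HCT116 cells of 2 genotypes, TTC7B-KO and TTC7B-WT, each with 2 immunoprecipitated and 2 input libraries. Total RNA was fragmented and pulled down with an anti-m6A antibody on protein A/G beads, and libraries of pulled-down and input RNA were made with a kit for low amounts of whole RNA. The submitters' processing notes name cutadapt 1.9.3, HISAT2 2.0.4, MACS 1.4.2 and the hg38 build. The tool that counted reads per gene, its use of strand and the options of MACS were not given in the sources used here. Without knowledge of strand, reads of a gene and of an antisense partner cannot be told apart.

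The authors deposited a table of raw counts per gene for the 4 input libraries, listing 15787 protein-coding genes, 26 of which share their name with another identifier. The same deposited table holds log2 values that the authors made with edgeR from normalized counts, with options not given in the sources used here. These were read only to check that they sum to nearly the same total in every library once returned to the linear scale, and were not tested. The authors also deposited 1 peak list per pair of immunoprecipitated and input libraries, so peaks were called per replicate and not on pooled reads. Each deposited list gives a fold enrichment (a ratio of antibody over input reads as MACS computed it), a score equal to -10 times the log10 of the MACS p-value, a false discovery rate in percent and a peak length in bases. The lowest score was 50, that is a p-value of 1e-05. The authors' false discovery rate in percent had a median of 100 in every list, and only 0 to 3 peaks per list lay below 5%. In TTC7B-KO replicate 1 the lowest rate was 36.8%. The lists are therefore permissive, and by this rate nearly all of their peaks are uncertain, not only weak ones. Of listed sites placed on a transcript, 92.8% to 95.1% started or ended exactly at an exon edge of the named transcript and 43.4% to 50.7% did both, so many sites are whole exons. Positions, lengths and motif shares therefore have the resolution of exons, and a peak that crosses a splice junction can be listed more than once. Enrichment and score were used only to rank or filter peaks, and their medians per list were read without a test. Counts of immunoprecipitated libraries were not analysed here, so the planned test of antibody enrichment per gene over input was not run. Columns and lists were assigned to samples by their names, with 0 columns left unmatched.

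Total counts per input library ran from 5657640 to 8289313, and the 10 most counted genes took 9.48% to 11.5% of them. Spearman's rho across genes was 0.989 within both genotypes and 0.979 to 0.980 between them. Binomial intervals of shares and floors of counts cover counting error only, and reads without molecular identifiers are not independent molecules. Intervals of log2 fold changes rest on the standard errors from edgeR, which include the spread between libraries. Where a group had no counts, a fold was computed against a floor of 3 counts over the group.

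Differences between TTC7B-KO and TTC7B-WT input libraries were tested with edgeR 4.0.16 (glmQLFit and glmQLFTest, two-sided, no covariates) in R 4.3.3, after filterByExpr, which left 11896 genes and removed 3891, and TMM scaling (factors 0.981 to 1.02). The common biological coefficient of variation was 0.0745. Adjusted p-values from edgeR, DESeq2 and limma are Benjamini-Hochberg values, and genes with an adjusted p under 0.05 were called. CPM of tested genes are TMM-scaled, and summed marker CPM and those of added genes are scaled to the total count alone. Gene lists with 3 or more tested members were tested with camera of limma 3.58.1 with a preset correlation of 0.01, with an estimated correlation, and with fry, adjusted over 23 lists. The lists covered m6A writers, erasers, readers and known m6A transcripts, the PI4KA and RXRA axis, retinoid and RXR targets, FOXO targets, ERK genes, p53 targets, WNT targets, hypoxia and glycolysis, cholesterol synthesis, the integrated stress response, interferon response, replication-dependent histones, DNA replication, mitosis, ribosomal proteins, mRNA splicing, mitochondrially encoded mRNAs, endocytosis, cell adhesion and colon differentiation, with mesenchymal, leukocyte and endothelial markers. A list of NF-kB targets and the interferon lambda genes were added after the values were seen. Another list added then, and a few single genes, are not reported here.

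Genes were named by a rule: all tested writers, erasers and axis members; the 10 largest rises and 10 largest falls among called genes with a log2 CPM of 3 or more and no overlap between genotypes; and, for each list that passed camera, the 4 members with the smallest p in its direction. Other members are named as exceptions within a list, or where a count was small, and were chosen after their values were seen. Regions were named by the same kind of rule, the 8 gained and 8 lost ones with the highest enrichment in the weaker list, at most 1 per gene, and those in writers, erasers and axis members. Gene lists, designs, the rule and most alternatives were fixed before the data were examined.

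Peaks of the 4 lists that overlapped by at least 1 base were merged into regions. Positions, exons and motifs came from the GENCODE annotation and the GRCh38 sequence, the build of the lists. Of tested genes 99.9% were found by identifier, and 96.7% to 97.0% of peaks were placed on the transcript named in the list. GGACH and DRACH (H is A, C or T, D is A, G or T, R is A or G) were counted on the transcript strand in each peak and in 1 control window of equal length. The window was placed at random on the same transcript outside the peaks of that list, and peaks without room for one were left out. Shares have exact Clopper-Pearson intervals at 95%. Groups of 2 libraries were compared by exact permutation over 3 splits, which cannot go below 0.333, and medians across genes by 100000 resamples. Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used.

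The scripts were tested on simulated data. For TTC7B-KO against TTC7B-WT input with 11896 genes, edgeR recovered 47.8% of genes changed 1.5-fold, 74.6% of those changed 2-fold and 95.5% of those changed 4-fold, and 8 of 153 calls were false. Only 67, 67 and 66 genes were changed at these sizes, far fewer than were called in the data, so these rates may not carry over. In simulated peak lists, 2000 of 2000 common, 400 of 400 gained and 300 of 300 lost regions were found. Alternatives were DESeq2 1.42.0, RLE and upper-quartile scaling, no count filter, at least 100 counts in 2 libraries, a fold change of 2 or more, the replicate number as a block, each library left out in turn, peaks at or above the median score, 50% reciprocal overlap, equal numbers of peaks, peak starts in place of midpoints, and genes above the median of input expression. Leaving out a library leaves 1 against 2, and the lone library is then assumed to vary like the others. A count of the calls without genes whose exons overlap another gene over more than 50% of their length was added after the data were seen. It used the main fit, with no new fit or adjustment.

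Some genes were counted far below their usual level. RXRB had 0, 2, 0 and 0 counts and ALDOA had 55, 74, 142 and 72 in TTC7B-KO replicates 1 and 2 and TTC7B-WT replicates 1 and 2. RXRB and CUTA lie in the major histocompatibility region, which hg38 also holds as alternate sequences, so counts of genes there are uncertain. RXRB was therefore not read as absent.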

Results

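The data came from HCT116, a human colon carcinoma cell line, with and without an intact TTC7B gene. TTC7B encodes a scaffold subunit of the complex that holds PI4KA, a lipid kinase that makes phosphatidylinositol 4-phosphate, at the plasma membrane. The TTC7B-KO cells were pooled clones in which CRISPR/Cas9 had knocked out an internal exon, and the TTC7B-WT cells were pooled subclones in which the editing had failed. Methylated RNA immunoprecipitation sequencing (MeRIP-seq) was done on both: fragmented RNA was pulled down with an antibody against N6-methyladenosine (m6A), and part of the same RNA was sequenced without the antibody as the input. The 8 libraries fell into 4 groups of 2, immunoprecipitated and input RNA of TTC7B-KO and of TTC7B-WT cells. Input libraries held 5657640 and 6801045 counts in TTC7B-KO and 8289313 and 6370370 counts in TTC7B-WT over 15787 protein-coding genes, of which 14026 to 14615 had at least 1 count. The immunoprecipitated libraries entered through 4 lists of m6A peaks, with 12833 and 14191 peaks in TTC7B-KO and 13608 and 13163 in TTC7B-WT. Input counts differed within a genotype by more than sampling noise, with a chi-square per degree of freedom of 4.30 in TTC7B-KO and 4.09 in TTC7B-WT, and by 14.2 to 18.6 between genotypes. Nothing stated that replicates were separate cultures, so p-values measured only the spread between these libraries, which may be technical.

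TTC7B, the targeted gene (chromosome 14, positions 90524564 to 90816479), remained readily counted in every input library. It had 246 and 289 counts in the TTC7B-KO libraries and 449 and 279 in the TTC7B-WT libraries, or 44.4 and 42.4 against 53.3 and 43.9 CPM (counts scaled to a common library total). The log2 fold change was -0.17 (SE 0.12, n = 2 per group) with an edgeR adjusted p of 0.350. Reads from all other exons still count toward the gene when 1 exon is knocked out, so this gene count checked the labels little.

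The first comparison asked whether the loss of TTC7B changed the transcripts of the PI4KA, AKT1, RXRA and FTO route that the study proposed, or of the m6A enzymes and binding proteins. FTO, an m6A demethylase (chromosome 16, positions 53701692 to 54158512), stood at 88.6 ± 10.6 CPM in TTC7B-KO and 89.5 ± 7.33 CPM in TTC7B-WT (SD, n = 2). RXRA, a nuclear receptor that partners with retinoid, vitamin D and sterol receptors, had a log2 fold change of -0.11 (SE 0.12). PI4KA transcripts fell by 0.30 on the log2 scale (SE 0.09), and EFR3B, a membrane anchor of the PI4KA complex, fell by 0.88 (SE 0.30). WTAP, the adaptor of the m6A writer complex (chromosome 6, positions 159725585 to 159756319), rose by 0.37 (SE 0.08), while its catalytic partners METTL3 and METTL14 had log2 values of 0.042 and -0.012. IGF2BP3, a reader that stabilizes m6A-bearing transcripts, went from 371 CPM in TTC7B-WT down to 229 CPM in TTC7B-KO. 

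Among all 11896 tested genes edgeR called 13.3% higher and 11.8% lower. Of 33 tested members of these lists, 4 were higher and 3 lower in edgeR's two-sided quasi-likelihood test over all genes, no larger shares than among all genes. When adjusted over these 33 genes together, 3 were higher and 3 lower. Without TTC7B-WT replicate 1 or 2 only 2 were higher, and without TTC7B-WT replicate 2 only 1 was lower, while DESeq2 also called 1 lower and upper-quartile scaling gave 2 higher and 5 lower. The adjusted p from edgeR was 0.00241 for WTAP, 1.09e-07 for IGF2BP3 (log2 fold change -0.69, SE 0.07), 0.0161 for PI4KA and 0.0338 for EFR3B. The readers IGF2BP2, HNRNPA2B1 and ELAVL1 were the other 3 higher genes, at log2 values of 0.29, 0.17 and 0.20, and ELAVL1 did not pass when adjusted over the 33 genes together (edgeR adjusted p = 0.0561) but did over the readers alone (0.0357). FTO did not differ detectably (edgeR adjusted p = 0.897). Its change of -0.021 (SE 0.10) turned positive without TTC7B-KO replicate 2 (0.10) or without TTC7B-WT replicate 1 (0.065), and its 95% interval ran from -0.22 to 0.18, the lower bound being a change of -14.2%. RXRA had an adjusted p of 0.554 in edgeR and a 95% interval of -0.37 to 0.15. By qRT-PCR the paper reported lower FTO and RXRA mRNA in TTC7B-KO HCT116 cells. It also described similar differences of m6A enzyme transcripts in its RNA-seq, which it lists apart from MeRIP-seq, and drew RXRA from genes changed there. By Western blot it saw less FTO protein after TTC7B knockdown. These input libraries did not detect a fall of FTO or RXRA transcripts. Both intervals still include small falls. The remaining members included AKT1, a kinase acting after phosphoinositide signals, at 0.090, and EFR3A, the paralog of EFR3B, at -0.19. TTC7A, the paralog of TTC7B, was at 0.19 and VIRMA, a scaffold of the writer complex, at -0.024, and none of these 4 passed. EFR3A did pass with the replicate block (edgeR adjusted p = 0.0414), upper-quartile scaling (0.0219), at least 100 counts (0.0272) and without TTC7B-WT replicate 1 (0.0179). Among writers, METTL16 at 0.25, ZC3H13 at 0.17, CBLL1 at 0.25 and RBM15B at -0.26 had edgeR adjusted p-values of 0.0725 to 0.0887, and each passed under 1 or more alternatives, METTL16 with the replicate block (0.0449) among others. The demethylase ALKBH5 was at 0.22 (edgeR adjusted p = 0.143), which passed only without TTC7B-KO replicate 2 (0.00889). The PI4KA call ended with DESeq2 (adjusted p = 0.110), where the log2 value stayed at -0.30. It also ended without TTC7B-KO replicate 2 (log2 value -0.15) and without TTC7B-WT replicate 2 (-0.26), and its log2 values with 1 library left out ran from -0.46 to -0.15. The EFR3B call ended with DESeq2 (adjusted p = 0.172), where the log2 value stayed at -0.89. It also ended without TTC7B-KO replicate 1 (log2 value -0.64), TTC7B-WT replicate 1 (-0.93) or TTC7B-WT replicate 2 (-0.85). With 1 library left out the log2 values of EFR3B ran from -1.21 to -0.64.

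The next comparison asked which transcripts differed between TTC7B-KO and TTC7B-WT input RNA. The largest rises were in antiviral genes. IFIT2 (chromosome 10, positions 89283694 to 89309271), which encodes an interferon-induced RNA-binding protein, had 196 and 181 CPM in the TTC7B-KO libraries and 3.21 and 2.36 CPM in the TTC7B-WT libraries. Its relatives IFIT3 and IFIT1 rose by 5.39 (SE 0.21) and 5.14 (SE 0.10) on the log2 scale, and CXCL8, a chemokine that attracts neutrophils, rose by 4.97 (SE 0.29). OASL, an antiviral protein of the oligoadenylate synthetase family, rose by 4.11, IFI44, another interferon-induced gene, by 4.00, and HERC5, the ligase for ISG15, by 3.17. The ubiquitin-like modifier ISG15 rose by 2.96, the cytosolic RNA sensor DDX58 (RIG-I) by 2.89 and the apoptosis inhibitor BIRC3 by 2.65. Exons of another gene covered 43.2% of the exon length of DDX58, so some of its counts are uncertain. The edgeR adjusted p was 6.65e-18 for IFIT2 (log2 fold change 6.04, SE 0.14) and 1.46e-18 for IFIT1.

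The largest falls were in genes of varied function. ACSL5, which activates fatty acids and is abundant in intestinal epithelium, dropped from 535 and 515 CPM in TTC7B-WT to 93.5 and 86.9 CPM in TTC7B-KO (log2 fold change -2.55, SE 0.07, edgeR adjusted p = 2.32e-16). CAPN6, a calpain family member without protease activity, fell by 4.46 (SE 0.34), the pore-forming protein gene PRF1 fell by 3.41 (SE 0.21), and LONRF2 fell by 3.25 (SE 0.19). SESN3, a sestrin that restrains mTORC1 and is induced by FOXO factors, fell by 3.23 (SE 0.17), and PDE4B, which degrades cyclic AMP, fell by 2.40 (SE 0.10). ILDR2 and CCNJL had log2 values of -2.56 (SE 0.31) and -2.46 (SE 0.32). The same rule named CUTA and METRNL, whose calls rested on 1 library each. CUTA had 14 and 14 counts in TTC7B-KO and 30 and 154 in TTC7B-WT, and its log2 value of -2.56 became -0.64 without TTC7B-WT replicate 2 (edgeR adjusted p = 0.453, the highest of a range from 1.10e-13). METRNL had 10 and 26 counts against 195 and 43, and its -2.40 became -1.23 without TTC7B-WT replicate 1 (edgeR adjusted p = 0.0554). The call of CUTA was also lost in DESeq2 (adjusted p = 0.163), as was that of METRNL (adjusted p = 0.0855, in a range of 1.43e-17 to 0.0855). 

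In all, edgeR called 1585 genes higher and 1403 lower in TTC7B-KO among 11896 tested, or 13.3% and 11.8%, at an adjusted p of 0.05. A fold change of 2 or more was seen for 157 of the higher and 332 of the lower genes. Both libraries of one genotype lay outside those of the other for 61.2% of all tested genes, where chance gives 33.3%, and for 1581 of the higher and 1397 of the lower genes. Under upper-quartile scaling the split turned to 1255 higher and 1770 lower, so that higher genes made up 41.5% of the calls. DESeq2 called 920 genes higher and 698 lower. Without TTC7B-WT replicate 1, 922 genes were lower and 1089 higher.

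**Figure D1:**
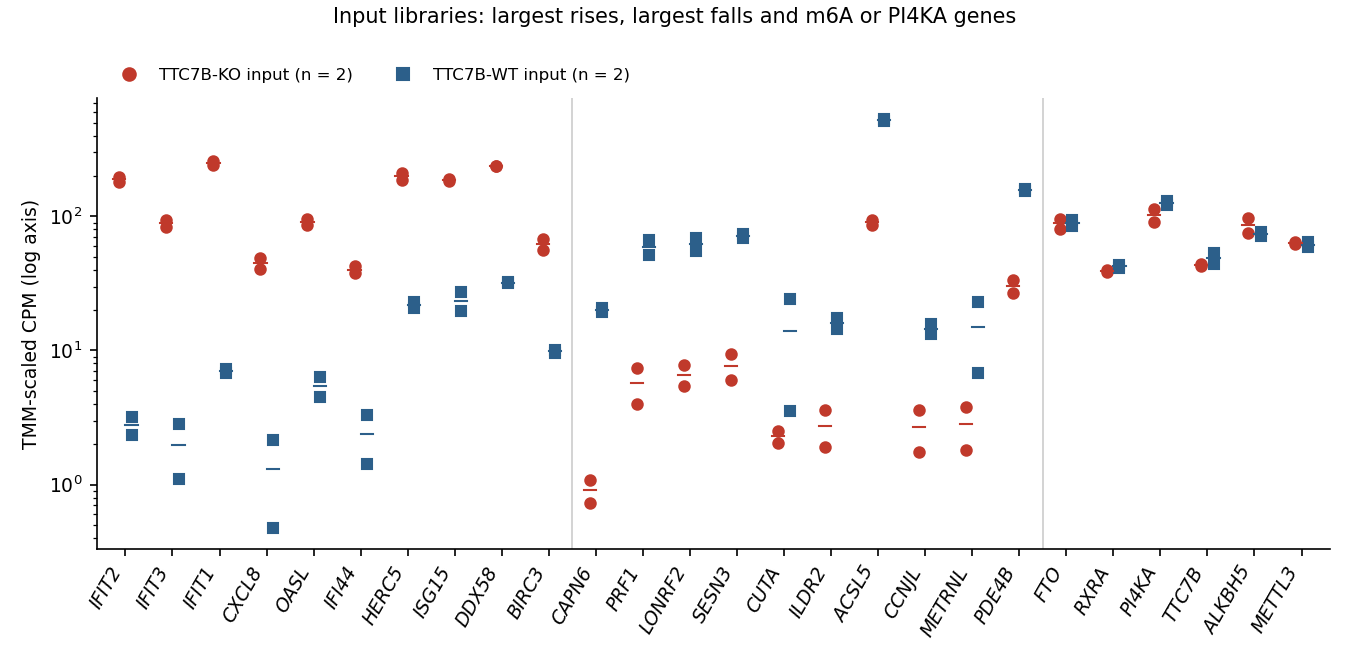
Each point is the TMM-scaled CPM of a gene in 1 input library on a log axis, with TTC7B-KO and TTC7B-WT in separate colors and a dash at the mean of the 2 libraries of a genotype. IFIT2 lies near 189 CPM in TTC7B-KO and 2.78 CPM in TTC7B-WT, ACSL5 near 90.2 and 525 CPM, and FTO at 88.6 and 89.5 CPM.

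The same data were read by gene groups fixed beforehand, to ask which cellular programs moved between the genotypes. Interferon response genes rose as a group: 16 of 21 tested members were higher and 1 was lower, with a median log2 fold change of 2.47, and 17 were higher when adjusted over the list alone. The lower member was STAT2, a signal transducer of the interferon receptors, at -0.44, while MX1, USP18, IFIT5 and BST2 had log2 values of 0.50, 0.65, 0.28 and 0.13 that did not pass. The camera adjusted p was 7.59e-99, and this was the only list that also passed with an estimated correlation (adjusted p = 0.0415). Summed over 13 leukocyte markers, the input libraries held 5.86 ± 1.28 CPM in TTC7B-KO and 10.9 ± 2.80 CPM in TTC7B-WT, and 13 endothelial markers summed to 6.55 ± 0.737 and 6.93 ± 0.414 CPM (SD, n = 2). Only 2 members of each of these lists passed the count filter, so they had no group test.

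Genes of cell division rose together. Replication-dependent histone genes were higher in 19 of 20 tested members (19 when adjusted over the list alone, median 0.66), among them the linker histones HIST1H1E and HIST1H1C at 1.17 and 0.78 and the core histones HIST2H2BE and HIST1H2AC at 0.95 and 0.84. Many histone genes are near copies of each other, so single values among them are uncertain. DNA replication genes were higher in 34 of 40 (37 adjusted over the list alone, median 0.55), led by MCM10 at 1.27 (SE 0.09) and CDC6 at 1.00 (SE 0.08), both needed to license and start replication origins, with the sliding clamp PCNA at 0.83 and the helicase subunit MCM3 at 0.69. Mitosis genes were higher in 27 of 30 (27 adjusted over the list alone, median 0.45), with the cytokinesis scaffold ANLN at 0.61, cyclin CCNA2 at 0.62, CDC20, an activator of the anaphase-promoting complex, at 0.56 and the checkpoint kinase BUB1 at 0.55. The camera adjusted p was 2.04e-24 for histones, 2.50e-19 for DNA replication and 5.04e-13 for mitosis. These calls were lost with an estimated correlation (limma adjusted p = 0.221 for histones, 0.409 for DNA replication and 0.221 for mitosis). The estimates were 0.15, 0.22 and 0.040 in that order, from only 2 libraries per genotype.

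Hypoxia and glycolysis genes went the other way, with 16 of 23 lower and 1 higher, or 17 and 1 adjusted over the list alone, and a median of -0.64. The brain-type aldolase ALDOC was at -1.67 (SE 0.13), PDK1, which keeps pyruvate out of mitochondria, at -0.93, the mitophagy receptor BNIP3L at -0.91 and the histone demethylase KDM3A at -0.69, while the phosphofructokinase gene PFKP was higher at 0.78. Retinoid and RXR target genes fell in 6 of 18, with none higher, in both adjustments (median -0.26). The vitamin D hydroxylase CYP24A1 was at -1.90 (SE 0.10), the corepressor NRIP1 at -0.97 and the lipogenic regulator SREBF1 at -0.51. FOXO target genes, which AKT represses, were lower in 6 of 18 and higher in 3 (4 adjusted over the list alone, median -0.14). The lower ones included SESN3, the muscle ubiquitin ligase FBXO32 at -1.36, the unconventional cyclin CCNG2 at -0.83 and catalase CAT at -0.60. The camera adjusted p was 1.56e-12 for hypoxia and glycolysis, 0.00118 for the retinoid list and 0.0358 for FOXO targets. With an estimated correlation the limma adjusted p = 0.409 for each of these 3 lists, and the FOXO call also ended without TTC7B-KO replicate 1 (camera adjusted p = 0.318, in a range of 0.0400 to 0.409 over the alternatives).

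Genes of the integrated stress response were higher in 17 of 25 and lower in 4, in both adjustments (median 0.36). The cystine transporter SLC7A11 rose by 1.61 (SE 0.09), the stress-induced factor ATF3 by 1.44 (SE 0.13), the methionyl-tRNA synthetase MARS by 0.62 and the amino acid transporter SLC7A5 by 0.59, while DDIT4, an mTORC1 inhibitor, was among the lower at -1.23. Ribosomal protein genes were lower in 18 of 48 and higher in 1 (20 and 1 adjusted over the list alone), by a small median of -0.11. RPLP0 was at -0.40, RPS12 at -0.28, and RPL13A and RPL7A at -0.26 each, with RPS15 higher at 0.23. In the colon differentiation list, which had 5 tested members, the simple epithelial keratins KRT8 and KRT18 rose by 0.52 and 0.51 and the carbonic anhydrase CA2 by 0.77, while the intestinal transcription factor CDX2 was lower at -0.71 and KRT19 at 0.08 did not pass, in both adjustments. The camera adjusted p was 1.51e-05 for the stress response, 0.00521 for ribosomal proteins and 0.0297 for colon differentiation. These were lost with an estimated correlation (limma adjusted p = 0.470, 0.524 and 0.409 with an estimated correlation, in that order), the highest value of any alternative for each. The estimate for the colon list was -0.13, below the preset 0.01, so a larger correlation cannot explain that loss. The colon call also ended without TTC7B-WT replicate 1 (camera adjusted p = 0.0900, in a range of 0.0144 to 0.409). Ribosomal protein and keratin genes have many processed copies, so their counts are less certain.

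The other 13 lists did not pass the camera test. Among WNT targets 2 of 15 were higher and 6 lower (camera adjusted p = 0.392). Cell adhesion genes had 8 of 46 higher and 13 lower, or 8 and 15 adjusted over the list alone (camera adjusted p = 0.392), and mRNA splicing genes 16 of 52 higher and 7 lower, or 21 and 8 (camera adjusted p = 0.156). ERK immediate early and feedback genes went both ways, 7 of 25 higher and 5 lower, or 7 and 7 adjusted over the list alone (camera adjusted p = 0.895), with a median of -0.040 and a mean of 0.042, the test pointing down. The p53 targets had 4 of 23 higher and 6 lower, or 6 and 7 (camera adjusted p = 0.556), cholesterol synthesis 4 of 24 and 3, or 5 and 4 (0.457), and endocytosis 10 of 66 and 11, or 11 and 14 (0.761). The mitochondrially encoded mRNAs had 5 of 13 higher and 1 lower (camera adjusted p = 0.434), which passed without TTC7B-KO replicate 2 (0.000362) and without TTC7B-WT replicate 2 (0.0473), in a range of 0.000362 to 0.851 over the alternatives. Mesenchymal genes had 1 of 11 lower (0.556) and summed to 323 ± 13.9 CPM in TTC7B-KO and 367 ± 7.28 CPM in TTC7B-WT. Of the lists tied to m6A itself, writers had 1 of 9 higher, or 4 higher and 1 lower adjusted over the list alone (0.457), readers 3 of 12 higher and 1 lower (0.906), the PI4KA and RXRA axis 2 of 12 lower (0.497) and transcripts known to carry m6A 2 of 9 higher and 1 lower, or 2 and 2 (camera adjusted p = 0.930). The erasers, FTO and ALKBH5, were too few for a group test. Counts not given separately for the list alone were the same in both adjustments. In fry, which asks whether a list moves 1 way without comparing it with other genes, 3 of these lists passed: WNT targets, readers and splicing (limma adjusted p = 0.00693, 0.0424 and 0.0424). In the same test 4 lists that camera called did not pass: hypoxia and glycolysis, ribosomal proteins, the integrated stress response and FOXO targets (limma adjusted p = 0.0522, 0.0522, 0.0529 and 0.0679).

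**Figure D2:**
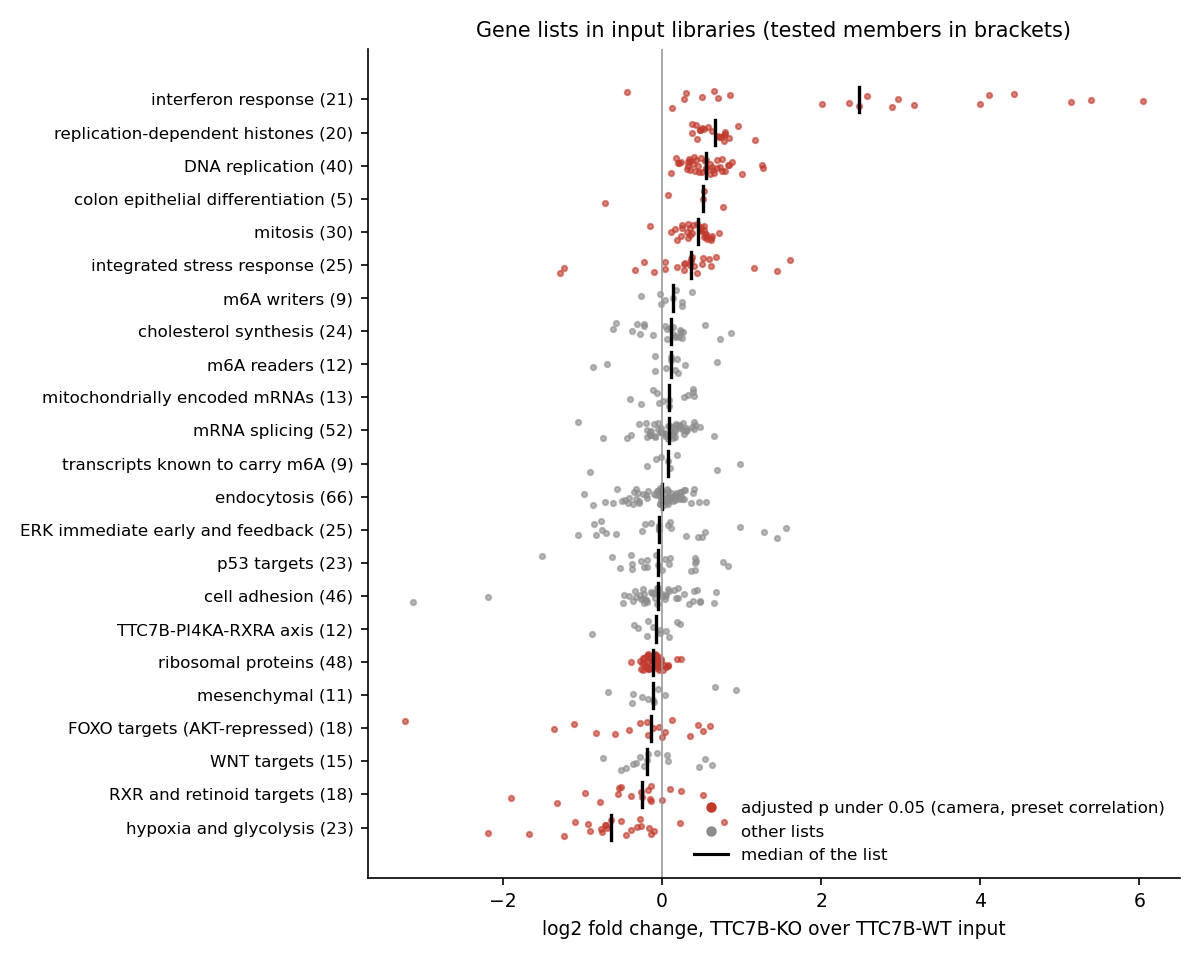
Points are log2 fold changes of the tested members of each gene list, TTC7B-KO over TTC7B-WT input, with a line at the median of the list and red for lists with a camera adjusted p under 0.05. Interferon response genes center on 2.47, hypoxia and glycolysis genes on -0.64 and m6A writers on 0.14.

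The m6A peak lists were compared to ask whether the loss of TTC7B altered how many sites carried the mark. TTC7B-KO had 13512 ± 960 peaks and TTC7B-WT 13386 ± 315 (SD, n = 2, two-sided exact permutation p = 1), in 7368 and 7609 against 7714 and 7663 genes (exact permutation p = 0.333). With 2 libraries against 2 there are 3 splits, and 0.333 is the smallest p they can give. The median of the authors' fold enrichment was 17.2 and 12.97 in the TTC7B-KO lists and 8.14 and 8.94 in the TTC7B-WT lists. Median scores did not differ in this way, at 209 and 214 against 231 and 213. A difference in m6A and one in the pull-down cannot be told apart from these ratios. Peak numbers depend on depth and enrichment, and the immunoprecipitated read totals were not analysed here, so the lists give no measure of total m6A. Lists of the same genotype shared 79.6% of their peaks on average (78.3% to 80.9%) and lists of different genotypes 78.8% (77.9% to 80.5%). The Jaccard index in bases was 0.709 to 0.748 within and 0.701 to 0.729 between genotypes.

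Merging the lists gave 18936 regions, of which 8664 (45.8%) were held by all 4 libraries, 2795 by 3 libraries and 4610 by 1. Regions held by both TTC7B-KO lists and no TTC7B-WT list numbered 557 in 523 genes and are called gained here, and 551 regions in 532 genes, held by both TTC7B-WT lists alone, are called lost. By definition each gained region has a peak of TTC7B-KO replicate 1, where the authors' false discovery rate was never below 36.8%. No more than 3 peaks of any list lay below 5%, so single gained and lost regions are uncertain. Mixed pairs of 1 TTC7B-KO and 1 TTC7B-WT list held 447, 266, 508 and 538 regions alone, a mean of 439.75, so gained regions were 1.27 times as many as pairs without a shared genotype gave, and lost regions nearly as many. With peaks at or above the median score, 249 gained and 300 lost regions stood against 253, 146, 312 and 270 in mixed pairs, or 1.02 and 1.22 times their mean, so the excess of gained regions was no longer seen. Gained and lost regions followed expression. In genes called higher in TTC7B-KO, gained regions were 1.67 times and lost regions 1.14 times the mixed mean of those genes, and in genes called lower the values were 0.950 and 1.81. In genes whose log2 fold change was within 0.2 of 0, they were 1.19 and 1.05. Leaving out 1 library raised gained regions to between 1247 (without TTC7B-KO replicate 2) and 2134 (without TTC7B-KO replicate 1) and lost regions to between 1071 (without TTC7B-KO replicate 1) and 1780 (without TTC7B-WT replicate 2), since fewer lists then had to hold or lack a peak.

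The 8 gained regions with the highest enrichment in the weaker of both lists, as given by the authors' peak caller, all lay in the 5' UTR of a first exon on GRCh38. They were in FKBP8, a mitochondrial immunophilin (chromosome 19, 18543486 to 18543660), TPM4, a tropomyosin (chromosome 19, 16067021 to 16067306), CANX, a chaperone of the endoplasmic reticulum (chromosome 5, 179698906 to 179699102), and TPD52L1 (chromosome 6, 125154189 to 125154522). The others were in COBL, an actin nucleator (chromosome 7, 51316593 to 51316818), NME4, a mitochondrial nucleoside diphosphate kinase (chromosome 16, 396863 to 397079), TIA1, a stress granule protein (chromosome 2, 70248405 to 70248660), and PLEKHF2 (chromosome 8, 95134076 to 95134331). In input RNA, FKBP8 fell by 0.29 and TIA1 fell by 0.51 on the log2 scale, while TPM4 rose by 0.37 and COBL by 0.60, and the other 4 genes were not called. The leading lost regions were in TBL2 (chromosome 7, 73578420 to 73578742, with its midpoint outside the exons of the named transcript), SENP3 (chromosome 17, 7561875 to 7562263, 5' UTR), CANX (chromosome 5, 179698456 to 179698825, 5' UTR) and RPUSD1 (chromosome 16, 784974 to 786377, 3' UTR). Next came coding regions of the heat shock cochaperone DNAJB1 (chromosome 19, 14518139 to 14518420), PDAP1 (chromosome 7, 99397862 to 99398013) and LONRF3 (chromosome X, 118974614 to 118975597), and a 3' UTR region of GAS8 (chromosome 16, 90043196 to 90044919). CANX held a gained and a lost region side by side. No GGACH motif lay in the gained regions of CANX, COBL, NME4 and PLEKHF2 or the lost ones of TBL2, SENP3 and PDAP1. The other leading regions held at least 1. Input transcripts of DNAJB1 and PDAP1 rose by 0.33 and 0.23, and those of LONRF3 fell by 1.20.

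Within the m6A enzymes and the PI4KA axis, 52 regions lay in 21 genes, and 23 of them were in all 4 lists. FTO carried a region in exon 3 of 9, in coding sequence (chromosome 16, 53825864 to 53826491), in all 4 lists. The authors' enrichment there was 9.68 and 9.73 in TTC7B-KO and 8.28 and 5.55 in TTC7B-WT, values that rank peaks within a list and do not compare lists. The region held 4 GGACH motifs, the core of the m6A consensus, among them ATCCTACAACGGACAAGATGAAGTG with its central A at position 53826301. ALKBH5 had a gained region in coding exon 2 (chromosome 17, 18194955 to 18195035) with 1 GGACH motif, and RXRA a gained region in the 5' UTR of exon 1 (chromosome 9, 134326580 to 134326659). METTL16, which methylates U6 RNA, had the single lost region of this set, in coding exon 2 (chromosome 17, 2502204 to 2502331). Another 7 regions were in 3 lists, 4 in a mixed pair and 15 in 1 list.

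**Figure D3:**
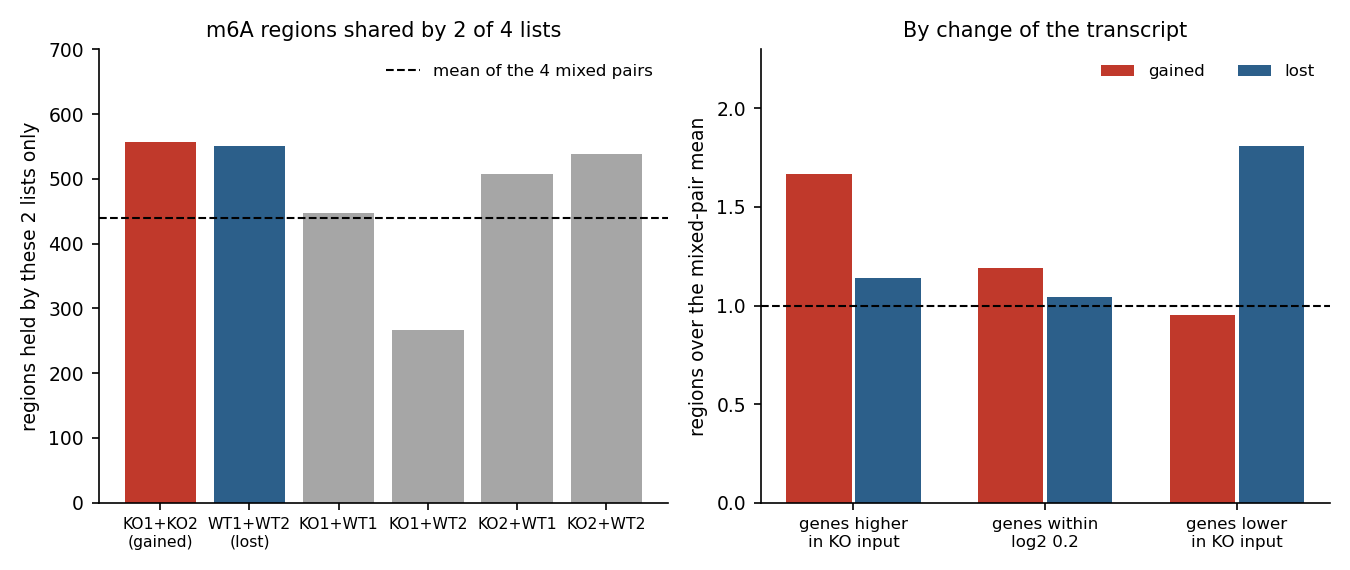
The left panel counts regions held by exactly 2 peak lists, for the pair of TTC7B-KO lists (557), the pair of TTC7B-WT lists (551) and each of the 4 mixed pairs, with a dashed line at the mixed mean of 439.75. The right panel divides gained and lost regions by the mixed mean for genes called higher in TTC7B-KO, within 0.2 of 0 and called lower, and lost regions in lower genes reach 1.81.

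The study also asked whether transcripts with altered m6A fell more often. The 448 tested genes with a gained region had a median log2 fold change of 0.024, the 460 with a lost region -0.097, and 2576 genes whose regions were in all 4 lists 0.019. Genes with a gained region were higher in 72 cases (16.1%) and lower in 42 (9.38%), those with a lost region higher in 47 (10.2%) and lower in 88 (19.1%), and those with regions in all lists higher in 356 (13.8%) and lower in 274 (10.6%). Gained and lost medians differed by 0.12, and lost and common ones by -0.12, each with a two-sided permutation p of 1e-05, the smallest that 100000 resamples can give, while gained and common medians differed by 0.0051 (permutation p = 0.798). The odds of being higher among called genes were 3.21 times as large with a gained as with a lost region (Fisher's exact p = 8.53e-06), and 0.411 times as large with a lost as with a common region (Fisher's exact p = 4.68e-06). With 1 library left out, gained and lost medians differed by 0.043 to 0.065 (permutation p of 7e-05 to 0.0105), lost and common ones by -0.067 to -0.043 (1e-05 to 0.00423), and the gained over lost odds ratio was 1.64 to 2.09. With peaks at or above the median score that ratio was 5.97, and the one of gained over common regions, 1.32 in the main analysis (Fisher's exact p = 0.217), became 2.59 (Fisher's exact p = 0.00118). Genes are not independent replicates. Detection of a peak can follow transcript abundance, so a change in expression can itself make a region gained or lost. These tests therefore cannot tell an effect of m6A on transcripts from an effect of expression on detection. Among genes above the median of input expression the gained and lost medians differed by -0.016 (permutation p = 0.558), with a Fisher odds ratio of 1.38 (exact p = 0.411), the lost and common ones by -0.038 (permutation p = 0.114), and the gained and common ones by -0.054 (permutation p = 0.0246), opposite in sign to the main value.

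Where the mark lay along transcripts was compared last, at the resolution of exons, since 43.4% to 50.7% of listed sites were whole exons. Peak midpoints fell in the 5' UTR in 20.03% ± 0.927 of TTC7B-KO and 20.2% ± 2.12 of TTC7B-WT peaks, in coding sequence in 54.3% ± 1.04 and 53.5% ± 1.395, and in the 3' UTR in 25.7% ± 1.97 and 26.2% ± 0.723 (SD, n = 2, two-sided exact permutation p of 0.667 to 1). The window within 200 nt of the stop codon, where m6A is known to gather, held 13.6% ± 0.735 and 14.97% ± 0.0616 (exact permutation p = 0.333). Gained regions lay in the 3' UTR in 18.1% of 535 placed regions and lost regions in 30.6% of 510 (Fisher's exact p = 3.45e-06, Benjamini-Hochberg adjusted p = 1.38e-05 over 4 positions), and in coding sequence in 60.9% and 49.0% (adjusted p = 0.000230 by the same method). The 5' UTR shares were 20.9% and 20.4% (Fisher's exact p = 0.879), and the stop codon windows held 10.7% and 17.5% (Benjamini-Hochberg adjusted p = 0.00231). This comparison of positions was chosen after the regions were seen. The 3' UTR share also varied over the 4 mixed pairs, from 16.3% to 26.8%, a range that held the gained share. The lost share lay above this range, but its exact interval (26.6% to 34.8%) held the 28.7% of regions in all 4 lists. The stop codon share ran from 9.04% to 14.1% over the mixed pairs, which held the gained but not the lost share, and was 13.2% for regions in all 4 lists. The coding share ran from 43.1% (106 of 246) to 255 of 425 over the mixed pairs, so that range covered most of the gap between lost and gained regions. Fisher's test leaves out this spread between pairs of lists, so its p-values cannot tie position to genotype. Motifs were counted only in placed peaks with room for a control window, 9767 and 10943 in TTC7B-KO and 10665 and 10377 in TTC7B-WT. GGACH occurred in 74.4% and 72.9% of these TTC7B-KO peaks and in 74.7% and 76.4% of these TTC7B-WT peaks. Control windows of equal length on the same transcripts held it in 65.7% to 68.3%, and its density in peaks was 1.24 to 1.28 times that of the controls. The wider motif DRACH occurred in 94.2% to 94.96% of these peaks and in more of the control windows, 95.7% to 97.0%. Its density in peaks was 0.979 to 1.01 times that of the controls.

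**Figure D4:**
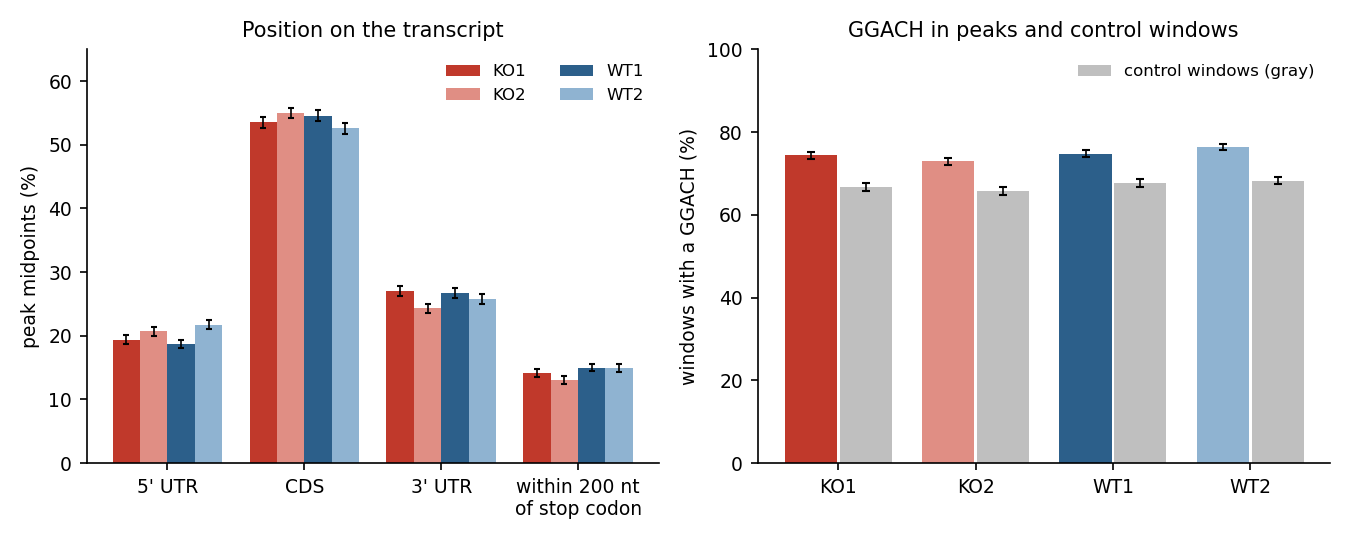
The left panel shows the percentage of peak midpoints in the 5' UTR, coding sequence, 3' UTR and stop codon window for each library, with exact 95% binomial intervals. The right panel shows, for peaks that have a control window, the percentage with GGACH per library beside the gray control windows. Peaks are at 72.9% to 76.4% and controls at 65.7% to 68.3%.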

Values the study reported

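In a combined reading of its expression and m6A data for TTC7B-KO HCT116 cells, the study counted 1725 transcripts with differential m6A and 8292 without. It gave the share of downregulated transcripts as 63.9% in the first set and 51.8% in the second, with P<0.001. It detected no difference between transcripts of the first set whose expression changed and those whose expression did not, giving 37.6% and 37.5% without naming what these are shares of.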

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

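The calls of the main fit left after dropping genes with overlapping exons (1562 higher, 1377 lower) were the only alternative chosen after the data were seen. They could only be fewer, since nothing was refitted. TTC7B was uncalled under every alternative, 57 of 76 named genes kept direction and call in all alternatives, and 10 of 23 gene lists did so. DESeq2 called 920 genes higher and 698 lower, and a fold change of 2 or more left 157 and 332, as a narrower criterion must. Leaving out 1 input library gave 1089 to 1337 higher and 922 to 1190 lower genes, with fewer samples. Among m6A and axis genes, 2 were higher with at least 100 counts and 2 with upper-quartile scaling, where 5 were lower, 1 was lower in DESeq2, and 0 in either direction reached a fold change of 2. Leaving out 1 library gave 2 to 5 higher and 1 to 3 lower there. EFR3A passed under 4 alternatives, RBM15B under 3, METTL16 under 2 and CBLL1 and ZC3H13 under 1 each. Lists passing camera fell to 1 with an estimated correlation, and fry ended 4 of the calls and added 3. The estimate was below the preset 0.01 for the interferon (-0.031) and colon (-0.13) lists, whose adjusted p still rose. It also rose for every other list, among them splicing (estimate -0.0093, limma adjusted p 0.156 to 0.409) and WNT targets (-0.067, 0.392 to 0.601). The lost calls therefore do not show that correlation removed them, and 2 libraries per genotype leave little to estimate it from. Genes that were not called turned sign when 1 library was left out: FTO (-0.14 to 0.10), AKT1 (-0.022 to 0.20), FAM126A (-0.11 to 0.044), FAM126B (-0.20 to 0.25), METTL14 (-0.033 to 0.0090), METTL3 (-0.028 to 0.11), TMEM150A (-0.83 to 0.56), TTC22 (-0.11 to 0.68) and VIRMA (-0.065 to 0.013), and METTL3 also with upper-quartile scaling (-0.0080). Peaks at or above the median score numbered 6281, 7041, 7060 and 6516, with 249 gained and 300 lost regions, 1.02 and 1.22 times the mixed mean of 245.25. Leaving out 1 list gave 1247 to 2134 gained and 1071 to 1780 lost regions, since fewer lists had to hold or lack a peak. At 50% reciprocal overlap, lists of different genotypes shared 76.9%. Among genes above the median of input expression, gained minus lost was -0.016, lost minus common -0.038 and gained minus common -0.054 (permutation p = 0.0246), and with 1 library left out they were 0.043 to 0.065, -0.067 to -0.043 and -0.012 to 0.014. The gained over lost odds ratio was 1.64 to 2.09 with 1 library left out and 5.97 at or above the median score. At peak starts, TTC7B-KO and TTC7B-WT shares were 3.94% and 4.81% in the 3' UTR, 28.1% and 28.1% in the 5' UTR, 68.0% and 67.0% in coding sequence and 15.4% and 16.1% near the stop codon, because most listed sites begin or end at an exon edge. At or above the median score they were 28.6% and 28.1% in the 3' UTR, 16.5% and 16.5% in the 5' UTR, 54.9% and 55.4% in coding sequence and 14.04% and 15.5% near the stop codon, so only the last difference kept its direction. DRACH occurred in 94.5%, 94.2%, 94.96% and 94.8% of peaks with a control window, less often than in those windows (96.2%, 95.7%, 97.0% and 96.6%). GGACH occurred in 81.5%, 79.5%, 81.4% and 83.1% of such peaks at or above the median score. Same-numbered replicates deviated together with a correlation of only -0.02, so the numbers did not pair the libraries. With the replicate block 1677 genes were higher and 1498 lower. Antibody over input enrichment was not run without counts of immunoprecipitated libraries. Where no construction is named, the cause was not tested. In simulated data, where far fewer genes were changed than were called here, 47.8% of 1.5-fold changes were recovered.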

Other observations

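Of the tests in this part, only that of gained and lost regions in stable genes was fixed in advance, and all others, like the genes of this paragraph and the next, were chosen after the result was seen. The type III interferon genes IFNL1, IFNL2 and IFNL3 had counts in both TTC7B-KO input libraries and none in TTC7B-WT. IFNL1 had 30 and 37 counts against 0 and 0, at least 26.3-fold higher. IFNL3 had 29 and 50 counts and IFNL2 19 and 23, with 0 in both TTC7B-WT libraries, at least 31.0-fold and 16.5-fold higher. IFNL2 and IFNL3 are near-identical copies, so the split of reads between them is uncertain. CXCL10, a chemokine that interferon and NF-kB induce, had 16 and 22 counts against 0 and 0, at least 14.9-fold higher, and IFNB1, the type I interferon gene, had 3 and 1 counts against 0 and 0.

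Of NF-kB target genes, edgeR called 10 of 15 tested members higher and none lower, with a median log2 fold change of 0.68, in a list compiled after these values were seen. The neutrophil chemokine CXCL1 rose by 3.87 (SE 0.37) and CXCL2 by 4.23 (SE 0.64) on the log2 scale. The feedback inhibitors TNFAIP3 and NFKBIA rose by 2.32 (SE 0.21) and 1.88 (SE 0.16), and the subunits NFKB1, NFKB2, REL and RELB by 0.68, 0.63, 0.41 and 0.92. SOD2, LIF, TNFAIP2, NFKBIE and TRAF1 had log2 values of 0.13, 0.0026, 0.15, 0.29 and -0.41 that did not pass.

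The antiviral rise was set against 2 explanations. RNA from leukocytes would bring their abundant transcripts, yet the summed leukocyte markers in TTC7B-KO were 0.536 times those in TTC7B-WT, and the most counted of them, CORO1A, reached at most 58 counts. For a difference in depth, raw counts were read. Those of 14 of the 16 called interferon genes were higher in both TTC7B-KO libraries. Those libraries were shallower in sum, though TTC7B-KO replicate 2 was deeper than TTC7B-WT replicate 2. The 16 genes had been chosen as higher after scaling for depth, so this count largely followed from the choice and cannot decide the question. Over all 21 tested members, fixed beforehand, the median log2 fold change after that scaling was 2.47. Whether the rise came with the loss of TTC7B or with the chosen clones was not tested.

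The excess of regions held by both lists of one genotype was set against abundance. In genes with a log2 fold change within 0.2 of 0, the mean of the gained and the lost count was 1.12 times the mixed mean, between the bounds of 1.1 and 1.3 fixed in advance, so a part that follows transcript abundance and a change in m6A itself cannot be told apart. There, 246 gained and 216 lost regions stood against 125 to 244 in single mixed pairs. Among all tested genes the same ratio was 1.41 below the median of input expression and 1.098 above it. Below the median, 248 gained and 258 lost regions stood against 115 to 248 in mixed pairs, and above it 273 and 260 against 142 to 288. The mixed pairs thus varied too widely to place the excess by abundance. Read counts of the immunoprecipitated libraries over these regions were not analysed here.

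Of 11896 tested genes, 2988 differed between the pools. Gain or loss of whole chromosomes between the pools would shift their genes together, and the largest median shift of any chromosome was 0.0710 on the log2 scale in size, at -0.07 for chromosome 15, which argues against it, though not against changes of smaller segments. Each genotype was 1 set of pooled clones, so differences between clones and the effect of TTC7B were confounded.

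The shares quoted from the study rest on its own criteria for differential m6A, which lists of peaks without read counts do not give, so none of the values here was set beside them.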
